A study of Mus musculus with 4 samples. Its data were reported in "ADAR2 induces reproducible changes in sequence and abundance of mature microRNAs in the mouse brain" (2014).

How the data were processed

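Total RNA from dissected whole brains of adult female mice of the 129SV strain was measured on Affymetrix whole-transcript mouse gene arrays. The enzyme ADAR2, encoded by Adarb1, converts adenosine to inosine in double-stranded RNA. 4 arrays were analysed, 2 from wild-type brains and 2 from Adar2 knockout brains, and the array labels gave both genotype and replicate number. Per the study's methods, the knockout mice and their wild-type siblings both carried a pre-edited Gria2 allele, which prevents the early death of Adar2 knockout mice. RNA was labelled with a whole-transcript kit and hybridised by a core facility.

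The authors deposited a table of 33793 transcript clusters, each with a normalized log2 signal per array, given to 2 decimals. A transcript cluster is the group of probes that the array design assigns to a transcribed locus. The method of background correction, summarisation and normalization was not stated. The table also holds the authors' log2 ratio of knockout to wild type, a signed fold change and an unadjusted p-value per cluster, and the deposited p-value comes with no named test. Recomputed from the deposited signals, an unpaired test with pooled variance came within 0.05 of the deposited p in 98.0% of clusters. Its unequal-variance form did so in 70.5% and a paired form in 28.1%. For 1 cluster the deposited p was not a number. All 33793 clusters were of the category that measures transcripts, and none was left out. A gene symbol was given for 26688 clusters. The file marked 4954 clusters, or 14.7%, as having probes that can cross-hybridize, and 655 clusters shared all 4 values with another cluster.

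Coordinates are those of the file, which names no genome build. Of 22920 clusters set by their gene symbol against RefSeq gene spans of GRCm38.p6, 96.2% overlapped the span on the same chromosome. No reference sequence was used here, so a planned comparison of transcripts with 3' UTR seed sites of miR-335-5p and miR-497 was not run.

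Knockout and wild type were compared on the deposited log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype as the only term, two-sided). The p-values were adjusted by the Benjamini-Hochberg method over all 33793 clusters. No filter on signal and no further normalization was applied. The shrinkage used a prior SD of 0.125 with 3.79 prior degrees of freedom. A second count took clusters with an unadjusted limma p below 0.05 and a fold change of at least 2 either way. The study listed genes by an unadjusted p, and the smallest fold change in its list is 2. With 2 arrays against 2, an exact permutation test cannot give a two-sided p below 0.333.

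Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 14 sets. These were the study's own list, editing enzymes, known ADAR2 substrates, the miRNA machinery, activity-regulated genes, markers of pituitary, hypothalamus, choroid plexus and blood, interferon-stimulated genes, sex-linked genes, and the clusters described as small nucleolar RNAs, spliceosomal small nuclear RNAs or microRNA precursors. Clusters within 10 Mb of Adarb1 on its chromosome, Adarb1 left out, were tested in the same way to look for passenger sequence around the targeted locus. Named genes were Adarb1, the 9 features of the study's list, and the 5 largest rises and 5 largest falls among clusters with a symbol, an unadjusted p below 0.05 and groups that did not overlap, since fewer than 5 clusters passed the adjusted threshold. The designs, gene sets, naming rule and most alternatives were fixed before the data were examined. Marker lists of salivary gland and olfactory bulb, and alternatives without clusters that can cross-hybridize, with clusters that share all 4 values counted once, and with only the listed clusters that have a deposited p below 0.05, were chosen after the data were seen.

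The alternatives were median centring, quantile and cyclic loess normalization, a filter on dim clusters, the replicate number as a block, leaving out each array, eBayes with an intensity trend or robust eBayes, tests without shrinkage, the authors' deposited statistics, another fold threshold and scale, 1 value per gene, other set tests and other windows around Adarb1. The calculations were tested on simulated data of 33793 clusters in 2 against 2 arrays, with spreads drawn from the fitted prior and 200 changed clusters. Adjusted p below 0.05 recovered 94% of clusters changed by 2 on the log2 scale and 40% of those changed by 1. Of 139 such calls 5 were clusters simulated without change. The shares recovered depend on the 200 changed clusters and the drawn spreads, so they do not measure the power on the arrays themselves. On the arrays Prl, with a log2 fold change of 4.12, had an adjusted limma p of 0.770. In the same simulation 40 unchanged clusters reached an unadjusted p below 0.05 and a 2-fold change. A simulated set of 30 clusters shifted by -0.3 had a camera p of 4.79e-11, and an unshifted set had 0.598. Tables were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

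The deposited table gives no detection calls. The 4 clusters of Y-linked genes, which female mice lack, ranged from 3.49 to 4.40 on the 4 arrays and show the level of background. The mean signal of 22.0% of all clusters lay at or below the upper end of that range. The number of arrays limits the precision of each comparison.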

Results

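To look for changes in transcript levels in the absence of ADAR2, whole-brain RNA of 2 wild-type and 2 Adar2 knockout mice was compared on 4 gene arrays. The median log2 signal was 6.03 and 6.06 in wild-type replicates 1 and 2, and 6.09 and 6.08 in Adar2 knockout replicates 1 and 2. Across clusters, which are not independent replicates, Pearson's r was 0.995 between the wild-type arrays and 0.993 between the knockout arrays. Between a wild-type and a knockout array it ranged from 0.993 to 0.994. The wild-type arrays differed at least 2-fold from each other in 90 clusters, and the knockout arrays did so in 151. Pairs of different genotype differed in 114 to 160 clusters, so the genotypes were not set apart from replicates by this count.

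The targeted gene was examined first. Adarb1 (transcript cluster 17242281, chromosome 10, 77290726 to 77418273, minus strand) had a log2 signal of 10.48 ± 0.035 (SD, n = 2) in wild-type brain and 9.06 ± 0.14 (SD, n = 2) in knockout brain. It fell by 1.42 on the log2 scale (SE 0.12), which is a fold change of 2.67. The unadjusted limma p was 2.57e-05 and the adjusted p 0.409. Both knockout arrays lay below both wild-type arrays, for which the exact permutation p is 0.333, the smallest that 2 against 2 arrays can give. The change ranged from -1.52 to -1.32 over 14 alternative settings, the extremes being reached without Adar2 knockout replicate 1 and without Adar2 knockout replicate 2. The residual knockout signal of 9.06 lay above the background of 3.49 to 4.40 seen for Y-linked genes. The other editing enzymes changed less, with log2 fold changes of -0.07 for Adar (limma p 0.591) and -0.17 for Adarb2 (limma p 0.137).

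Over the whole array, 0 of 33793 clusters passed an adjusted p of 0.05 in limma, and the lowest adjusted p was 0.409. At an unadjusted limma p below 0.05 there were 2009 clusters, or 5.95%, where 1690 are expected by chance. Of these 1230 were higher and 779 lower in the knockout. That direction depended on the scaling, since after median centring 801 were higher and 1229 lower, and after quantile normalization 896 and 944. The count past the adjusted threshold was 0 with trended, robust and blocked limma fits and with each array left out. It was 15 in a pooled-variance test without shrinkage, in all 15 cases because both arrays of each genotype had the same value after rounding. The 2 groups did not overlap in 11538 clusters, or 34.1%, and chance gives 33.3%.

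An unadjusted limma p below 0.05 together with a change of at least 2-fold was met by 23 clusters, 16 higher and 7 lower in the knockout. Median centring gave 13 higher and 9 lower. The alternative that moved the count most was a threshold of 1.5-fold, with 222 clusters. It was 41 without wild type replicate 1, 41 without wild type replicate 2, 54 without Adar2 knockout replicate 1 and 95 without Adar2 knockout replicate 2, while the pooled-variance test without shrinkage lowered it to 7. By description, 8 of the 23 clusters were small nucleolar RNAs, 2 were small nuclear RNAs and 4 were microRNA precursors, and 12 had probes that can cross-hybridize. A change of at least 2-fold irrespective of p was seen in 46 clusters.

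**Figure D1:**
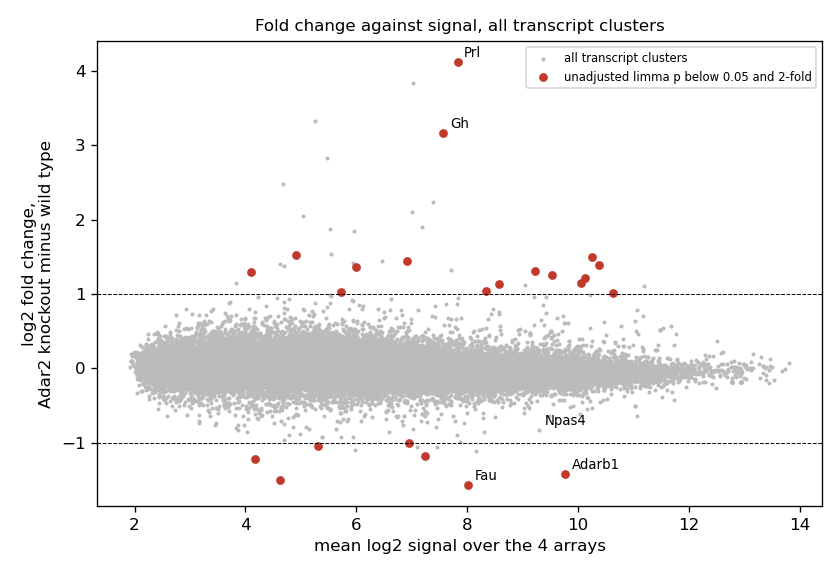
Log2 fold change (Adar2 knockout minus wild type) of each of the 33793 transcript clusters against its mean log2 signal over the 4 arrays. Red points are the 23 clusters with an unadjusted limma p below 0.05 and at least a 2-fold change (dashed lines), with Prl at 4.12 the highest of them and Fau at -1.57 the lowest.

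The 9 features in the study's list of deregulated transcripts corresponded to 10 clusters by symbol or description, since Snora17 has 2. In the authors' deposited table the p of the Snora17 cluster on chromosome 2 is 0.0539, above the study's threshold of 0.05. The cluster on chromosome 4 is therefore taken as the listed feature. That threshold alone does not give the list, since 1907 clusters have a deposited p below it. All 10 clusters had an unadjusted limma p below 0.05 and groups that did not overlap. The count past an adjusted p of 0.05 was 10 when adjusted over the list alone and 0 when adjusted over all clusters. Without the Snora17 cluster on chromosome 2 it was 9 of 9 over the list alone and 0 over all clusters. The study chose the list on these same arrays, so the counts over the list alone are not independent evidence. An unequal-variance test without shrinkage gave 0 over the list alone.

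Prl (prolactin, chromosome 13, 27057570 to 27065204, plus strand) showed the largest change. Its log2 signal was 5.77 ± 1.10 (SD, n = 2) in wild-type and 9.89 ± 0.32 (SD, n = 2) in knockout brain. The log2 fold change was 4.12 (SE 0.49, limma p 0.000182, adjusted p 0.770). The wild-type arrays themselves differed, at 6.55 and 4.99. Npas4 (chromosome 19, 4984355 to 4989971, minus strand) had 9.70 ± 0.16 (SD, n = 2) in wild-type and 8.88 ± 0.035 (SD, n = 2) in knockout brain. It fell by 0.82 on the log2 scale (SE 0.12, limma p 0.000558, adjusted p 0.829), which is 1.77-fold. Serpinb1a (chromosome 13, 32842092 to 32851185, minus strand) had 6.19 ± 0.092 (SD, n = 2) and 5.27 ± 0.14 (SD, n = 2). It fell by 0.92 on the log2 scale (SE 0.12, limma p 0.000354, adjusted p 0.829), which is 1.89-fold. For both genes the fold entry in the authors' deposited table was larger than its own log2 ratio gives, at -1.96 for Npas4 and -2.04 for Serpinb1a. The log2 ratios in the authors' deposited table were -0.83 and -0.91.

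The remaining clusters were small RNAs. Snora16a (chromosome 4, 132309465 to 132309600) was at 9.51 ± 0.25 (SD, n = 2) in wild-type and 11.01 ± 0.29 (SD, n = 2) in knockout brain. This is a 2.82-fold rise (limma p 0.00026). The 2 Snora17 clusters, on chromosomes 2 and 4, rose by 1.39 and 1.31 (limma p 0.000887 and 0.000228). An unnamed small nucleolar RNA (chromosome 16, 38158008 to 38158139) rose by 1.45 and an unnamed small nuclear RNA (chromosome 15, 90054409 to 90054515) by 1.37. Their limma p-values were 3.39e-05 and 3.63e-05. The precursor locus Mir9-2 (chromosome 13, 83738806 to 83741307) was at 7.46 ± 0.13 (SD, n = 2) in wild-type and 6.46 ± 0.085 (SD, n = 2) in knockout brain, a 2-fold fall (limma p 0.000187). The adjusted p of these 6 clusters ranged from 0.409 to 0.829, and all of them but Snora16a have probes that can cross-hybridize. Among the other RNAs named Snora, the level also differed between the wild-type arrays, by a median of 0.35.

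**Figure D2:**
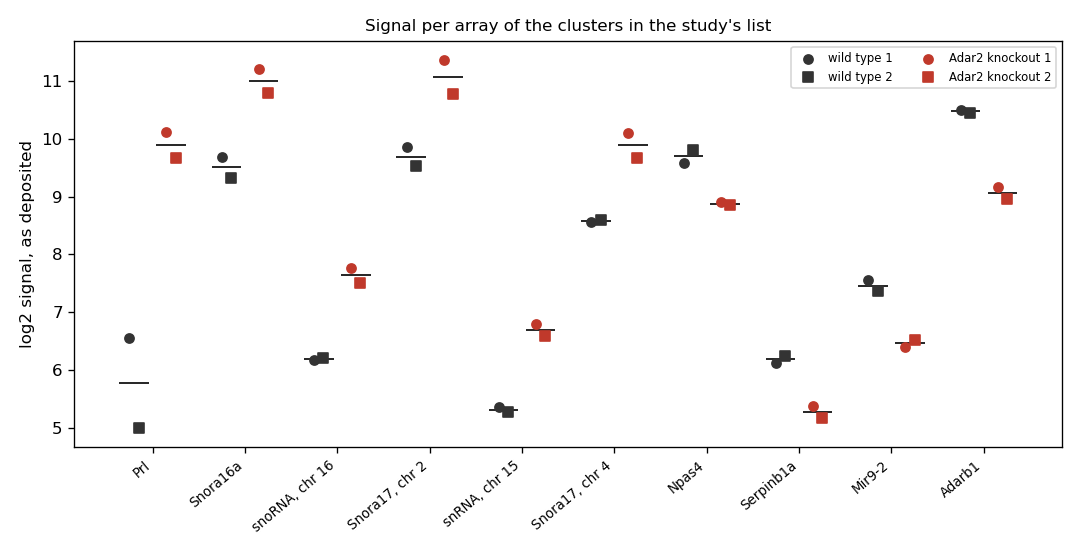
Log2 signal on each of the 4 arrays for the 10 clusters that match the study's list by symbol or description (points: single arrays, circles replicate 1 and squares replicate 2, wild type black and Adar2 knockout red; lines: group means of n = 2). The 2 genotypes do not overlap in any of the 10, and the wild-type arrays are farthest apart for Prl, at 6.55 and 4.99.

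The largest rises among clusters with a symbol also included Gh (growth hormone, chromosome 11, 106300268 to 106301865), with 5.99 ± 0.44 (SD, n = 2) in wild-type and 9.16 ± 1.12 (SD, n = 2) in knockout brain. Its log2 fold change was 3.17 (SE 0.51, limma p 0.000936, adjusted p 0.829). Mir3096b rose by 1.53 (SE 0.48, limma p 0.0192, adjusted p 0.834), but its signal of 6.47 in Adar2 knockout replicate 1 stood apart from 4.89 in replicate 2 and from 4.21 and 4.09 in wild type. The wild-type signals lay within the range of Y-linked genes, 3.49 to 4.40, so the size of this rise is not fixed. Without Adar2 knockout replicate 1 the change was 0.74. The largest falls, besides Adarb1 and Mir9-2, were Fau, Mirlet7c-2 and Mir376b. Fau and Mir376b changed by -1.57 (SE 0.24) and -1.17 (SE 0.24) on the log2 scale, and Mirlet7c-2 went from 5.11 and 5.64 in wild type to 3.64 and 4.11 in the knockout. The latter signals lay within the range of Y-linked genes, so the size of that fall is not fixed. The limma p-values were 0.000752 for Fau, 0.000735 for Mirlet7c-2 and 0.00308 for Mir376b, with adjusted p of 0.829 to 0.834. The Mir376b cluster is described as a microRNA precursor, and the study's sequencing listed the mature miR-376b as higher in the knockout. Mir376b and Mir3096b no longer had an unadjusted p below 0.05 without either wild-type array. A second cluster with the symbol Fau, on chromosome 16, did not change beyond its error (log2 fold change -0.035, limma p 0.754). It has probes that can cross-hybridize and lay between 12.27 and 12.38 on the arrays. The cluster that fell, on chromosome 19, was at 8.43 and 9.18 in wild type and at 7.25 and 7.23 in the knockout. Whether the level of Fau as a gene changed stays open.

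Of the 14 gene sets, 4 passed an adjusted camera p of 0.05 with the preset correlation. None of the 4 held under limma's fry or under camera with an estimated correlation, where adjusted p-values over all sets ranged upward from 0.116 and 0.274. Editing enzymes were lower (adjusted camera p 0.00168), a set of 3 clusters that holds Adarb1 itself. Activity-regulated genes, a set in which Npas4 is included, had a median log2 fold change of -0.15, with 25 of 35 clusters lower (adjusted camera p 1.45e-06). Fos fell by 0.59 (limma p 0.0029), Cyr61 by 0.85 (limma p 0.000926) and Btg2 by 0.52 (limma p 0.00668), while Arc, at -0.085, and Bdnf, at 0.12, did not pass an unadjusted p of 0.05. Pituitary genes other than Prl were higher in 13 of 14 clusters, with a median of 0.14 (adjusted camera p 0.00168). Small nucleolar RNAs were higher in 854 and lower in 433 of 1303 clusters, with a median of 0.085 (adjusted camera p 0.000301). Without wild type replicate 2 the editing enzymes and the pituitary set no longer passed, at adjusted camera p of 0.0739 and 0.0884.

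The other sets did not pass. ADAR2 substrates had a median of -0.01 over 25 clusters (adjusted camera p 0.365). The miRNA machinery, at a median of 0.0025 over 18 clusters, contained no cluster with an unadjusted limma p below 0.05. Medians were -0.0075 for hypothalamic, 0.02 for choroid plexus, -0.14 for blood, -0.0025 for interferon-stimulated and 0.005 for sex-linked genes. Spliceosomal small nuclear RNAs had a median of 0.035 and microRNA precursors one of 0.028. For the miRNA machinery, choroid plexus and sex-linked genes the median was above 0 while the mean and the test pointed downward. After median centring the medians of the miRNA machinery, choroid plexus, sex-linked genes, small nuclear RNAs and microRNA precursors lay below 0. Quantile normalization and cyclic loess moved those of ADAR2 substrates and hypothalamic genes above 0. Without wild type replicate 1 choroid plexus genes passed at a median of -0.13, and without Adar2 knockout replicate 2 blood genes passed at -0.24. The study's own list, tested as a set, had an adjusted camera p of 0.11. It passed after median centring and among clusters above the median signal.

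**Figure D3:**
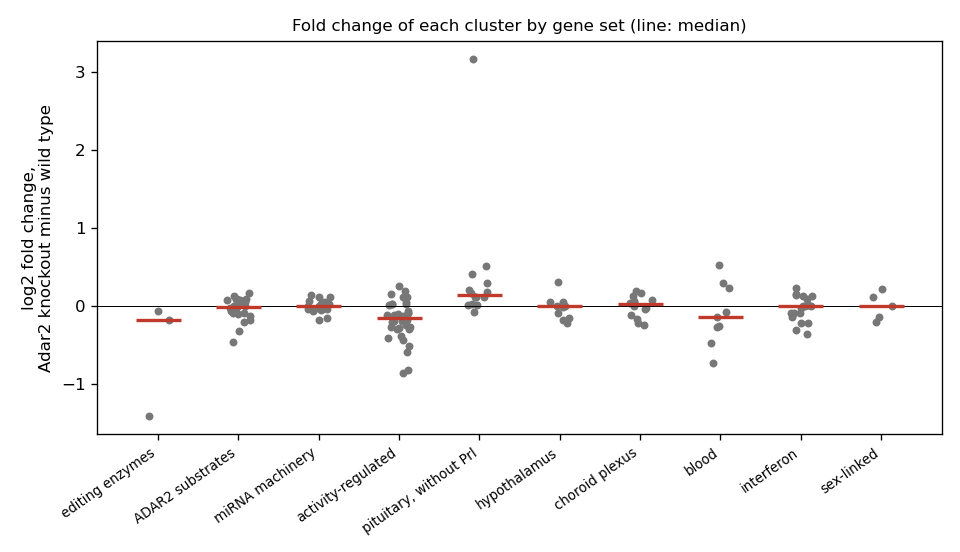
Log2 fold change (Adar2 knockout minus wild type) of each cluster in 10 gene sets, with the median of each set as a red line. The median of activity-regulated genes lies at -0.15 and that of pituitary genes at 0.14, where the single high point is Gh at 3.17.

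Clusters near the targeted locus did not change as a group. Over 416 clusters within 10 Mb of Adarb1 the median log2 fold change was 0.01 (camera p 0.713), and it was -0.03 after median centring. An unadjusted limma p below 0.05 was seen for 18 of them, or 4.33%, against 5.96% elsewhere (Fisher's exact test, two-sided, p 0.175).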

Values the study reported

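The study reported 5 upregulated and 4 downregulated genes on the arrays in Adar2 knockout brain, at a P-value below 0.05. It stated no fold threshold for this list. Adarb1 was listed with a fold change of −2.7 and a P-value of 0.00557. Prl was listed with a fold change of 17.3. Serpinb1a, Mir9-2 and Npas4 were each listed with a fold change of −2.0. By RT-qPCR the study measured a 2.54 ± 0.41-fold lower level of Npas4, with n = 3.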

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

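The alternatives that left out clusters with probes that can cross-hybridize, that counted clusters sharing all 4 values once, and that kept only listed clusters with a deposited p below 0.05 were chosen after the data were seen, and the others were fixed beforehand. The fall of Adarb1 kept its direction and an unadjusted p below 0.05 in all 14 alternatives, from -1.52 to -1.32.

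The count past an adjusted p of 0.05 was 0 in 15 of 17 alternatives. The pooled-variance test without shrinkage gave 15, all of them clusters with no spread in either genotype after rounding to 2 decimals, with log2 fold changes from -0.19 to 0.12. The authors' deposited p-values gave 1, a cluster with a deposited p of 0 that belongs to those 15.

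The 23 clusters past an unadjusted p of 0.05 and 2-fold became 7 in the pooled-variance test without shrinkage, 4 in its unequal-variance form and 7 with the statistics of the authors' deposited table, and all of these were among the 23. These tests use the spread of each cluster's own 4 values, and the cause of the lower counts was not tested further. A threshold of 1.5-fold gave 222, as a lower threshold must allow. Leaving out an array gave 41 without wild type replicate 1, 41 without wild type replicate 2, 54 without Adar2 knockout replicate 1 and 95 without Adar2 knockout replicate 2. In these fits 15, 14, 13 and 18 of the 23 were kept, and the lone array was assumed to vary like the other group. Without clusters that can cross-hybridize the count was 11, since 12 of the 23 were left out. Median centring changed the balance from 16 higher and 7 lower to 13 higher and 9 lower.

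All 10 clusters matched to the list passed over the list alone in most alternatives, all 9 with a deposited p below 0.05 did so by themselves, and 0 did in the unequal-variance test, where the cause was not tested. Single named clusters kept their direction in every alternative run. They kept an unadjusted p below 0.05 in 166 cases and lost it in 26. Of these, 10 came from the unequal-variance test, 6 from the pooled-variance test, 6 from the authors' deposited p-values, and 2 each from leaving out wild type replicate 1 or 2 (Mir3096b and Mir376b).

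The 4 sets past an adjusted p of 0.05 became 0 under fry and 0 under camera with an estimated correlation. After median centring there were 5, adding the study's own list. Among clusters above the median signal there were 7, adding spliceosomal small nuclear RNAs (median 0.08), microRNA precursors (median 0.032) and the study's own list. With clusters that share all 4 values counted once there were 4, and the median of small nucleolar RNAs was 0.085. With single arrays left out there were 2 to 5, and the 2 were found without wild type replicate 2. The cause of these changes was not tested.

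Medians close to 0 changed sign in several sets without the set passing, except where stated, and the cause was not tested. After median centring they were -0.038 for the miRNA machinery, -0.02 for choroid plexus, -0.035 for sex-linked genes, -0.005 for spliceosomal small nuclear RNAs and -0.012 for microRNA precursors, as the shift of all clusters to -0.035 brings about. ADAR2 substrates moved to 0.024 with quantile normalization and 0.031 with cyclic loess, and hypothalamic genes to 0.016 and 0.019. With single arrays left out, medians ranged from -0.06 to 0.035 for ADAR2 substrates, -0.052 to 0.03 for the miRNA machinery, -0.13 to 0.14 for choroid plexus, -0.092 to 0.005 for hypothalamic, -0.038 to 0.01 for interferon-stimulated, -0.34 to 0.05 for blood and -0.05 to 0.15 for sex-linked genes. Of these, choroid plexus passed at -0.13 without wild type replicate 1 (adjusted p 0.0178) and blood at -0.24 without Adar2 knockout replicate 2 (adjusted p 0.0452). Clusters near Adarb1 had medians of -0.03 after median centring, -0.005 above the median signal and -0.02 to 0.04 with single arrays left out, none with a camera p below 0.05.

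The replicate numbers did not pair the arrays, since the deviations of arrays with the same number had a Pearson's r of 0.052 across clusters. With the replicate number as a block, 0 clusters passed an adjusted p of 0.05, 23 passed the unadjusted rule and 4 sets passed. Robust eBayes has no counterpart in camera and was not run for gene sets or clusters near Adarb1. Signal over background limits the dim clusters, and 22.0% of clusters lay no higher than Y-linked genes.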

Other observations

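The tests of pituitary genes, activity-regulated genes, small nucleolar RNAs as a class and clusters near Adarb1 were planned. The tests of other splits of the arrays, of cyclic loess for Npas4, of RNAs named Snora, Snord or Scarna, of salivary gland and olfactory bulb genes and of the fold entries were chosen after the results were seen.

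Other splits of the 4 arrays gave 13 and 12 clusters past an unadjusted limma p of 0.05 and 2-fold, against 23 for the genotypes, and 1 and 0 clusters past an adjusted p of 0.05. 1 of the 3 splits, the real one, gave as many as 23. With 3 splits chance cannot be excluded. Simulated arrays with the fitted spread gave 40 such clusters among those without any change, more than the 13 and 12 of the other splits. The simulation did not reproduce those counts, so its 40 is not taken as the number that chance gives on these arrays. The 23 clusters counted here are more than the number quoted from the study above. They come from a test that shares the spread among clusters.

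Prl and Gh followed the same order over the arrays. Prl was at 10.11 and 9.66 in Adar2 knockout replicates 1 and 2 and at 6.55 and 4.99 in wild-type replicates 1 and 2. Gh was at 9.95 and 8.36, and at 6.30 and 5.68. Pomc had this order too, at 5.97 and 5.50 against 5.36 and 5.09, with a smaller rise of 0.51. A candidate explanation is pituitary tissue left on some dissected brains. The pituitary set without Prl rose with a camera p of 0.000481, and without Gh as well, 12 of 13 clusters were higher (median 0.115, camera p 0.00472). Under fry, the set without Prl had an unadjusted p of 0.0248. The pituitary hormone genes Tshb and Fshb did not follow, with changes of 0.01 and 0.015 that turned negative under all 3 other scalings. Lhb kept the order, at 5.96 and 5.94 against 5.86 and 5.81, and rose by 0.12 (limma p 0.304). A Cga cluster was raised in Adar2 knockout replicate 1 alone and lay between 5.18 and 5.29 on the other arrays. These signals were low, so they do not exclude such tissue. Of the 13 genes in the list, 6 are also annotated to brain and only 3 lay above the median signal. An effect of the genotype on these hormones stays open and was not tested.

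Npas4 fell together with other activity-regulated genes. The set without Npas4 had a median of -0.14, with 24 of 34 clusters lower (camera p 8.69e-07; fry p 0.0171, unadjusted). Of the 34 genes in the full list, Npas4 included, 32 are annotated to brain and 1, Npas4, is in the list of the study. A lower level of this group as a whole may therefore account for part of the change in Npas4. The authors' scaling between arrays is argued against as its cause, since Npas4 changed by -0.78 after cyclic loess (-0.94 to -0.71 over its alternatives). Differences in handling before death and an effect of the genotype stay open, and neither was tested.

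In the authors' deposited table the signed fold change follows from the log2 ratio for all but 2 of 33793 clusters, to within 0.02 on the log2 scale. The exceptions are Npas4 and Serpinb1a. For Npas4 the log2 ratio of -0.83 gives a fold of -1.78, and the entry in the authors' deposited table is -1.96, a gap of 0.141 on the log2 scale. For Serpinb1a the ratio of -0.91 gives -1.88, and the entry is -2.04, a gap of 0.119. The same genes stand apart in the entries for replicate 1 of each genotype, at -1.97 against -1.61 and at -1.98 against -1.68, and 0 clusters do for replicate 2. Rounding does not reach gaps of this size, since the largest gap of any other cluster was 0.0114. The p-values in the authors' deposited table for these genes, 0.0187 and 0.0164, are close to 0.0182 and 0.0166 from the deposited signals. The cause was not tested. In the authors' deposited table, the log2 ratios put 7 clusters at 2-fold with p below 0.05, and the fold entries put 8 there.

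Small nucleolar RNAs were higher as a class by a median of 0.085. A yield or labelling difference that shifts small structured RNAs together cannot be told apart from a change in this class. Spliceosomal small nuclear RNAs (camera p 0.14) and microRNA precursors (camera p 0.211) had medians on the same side of 0 without passing, and fell below 0 after median centring. Among clusters above the median signal both passed, with medians of 0.08 and 0.032 and adjusted camera p of 1.35e-05 and 0.00655. Tested against all clusters, these bright members had a camera p of 0.00656 for small nuclear RNAs and 0.361 for microRNA precursors, and the median of the latter was -0.0075 after median centring. RNAs named Snora were higher in 32 of 36 clusters (median 0.29, and 0.26 to 0.34 under the other scalings). Of 95 clusters named Snord, 31 are copies of Snord116 that hold 2 sets of values, all at -0.18. The other 64 were higher in 45 and lower in 19 (median 0.15, and 0.11 to 0.15 under the other scalings). Of 9 clusters named Scarna, 9 were higher (median 0.42). Outside the study's list the 33 Snora clusters also differed by a median of 0.35 between the wild-type arrays, more than the 0.25 between genotypes, which was also so under each other scaling. The Snord clusters other than Snord116 differed by 0.34 between the wild-type arrays. The 9 Scarna clusters differed there by a median of 0.07, over members that went both ways, and their median was 0.32 to 0.58 higher in each knockout array than in each wild-type array. The 33 Snora clusters were 0.59 and 0.37 higher in Adar2 knockout replicates 1 and 2 than in wild type replicate 1, and 0.13 and 0.03 higher than in wild type replicate 2. This may reflect handling of single arrays more than genotype for the Snora family, while the Scarna medians go the other way. The Snora clusters matched to the study's list lie above both wild-type arrays in both knockout arrays, and an effect of the genotype on them stays open.

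Adar2 knockout replicate 1 held 18 clusters raised by 2 or more on the log2 scale over the mean of the other arrays, where those agreed within 1, against 1 in Adar2 knockout replicate 2 and 0 in each wild-type array. Bpifa2 was at 12.61 there and between 5.09 and 5.28 elsewhere, and Pip, Smr3a and Car6 were raised by 5.30, 4.58 and 3.57. These genes were named after their values were seen. Salivary gland appears in the tissue annotation of 14 of the 18. The same array held 3 clusters lowered by 2 or more. Of these, Gdpd3 is annotated to salivary gland and not to brain, and went the other way, by -2.06. Salivary gland tissue in that dissection may explain the raised clusters, but no test here decides it. Of 373 clusters annotated to salivary gland and not to brain, 12 were at least 2-fold above the other arrays there, or 3.22%, against 3 of 6594 annotated to neither, or 0.0455% (Fisher's exact test, p 1.84e-13). In each wild-type array 0 of the 373 were, and in Adar2 knockout replicate 2 there was 1. This count includes the clusters from which the explanation was drawn, so it is no independent test. The other 362 clusters annotated to salivary gland and not to brain had a median of 0.037 (camera p 0.149), and a list of 15 further gland markers had a median of -0.04 (camera p 0.763). Of the 362, 2 were at least 2-fold above the other arrays. These sets leave out the clusters that deviated by 2 or more on the log2 scale in either direction, and so were chosen in part by the change itself. They count neither for nor against the explanation. Of those 15 genes, 2 are also annotated to brain. No biological explanation was tested for a single array.

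Adar2 knockout replicate 2 was low in S100a5, Scgn, Doc2g and Lbp, by -1.80, -1.11, -1.10 and -1.07 against the mean of the other arrays, as seen before any test. A list of 12 other olfactory bulb markers was lower there in 12 of 12 clusters (median -0.32, camera p 3.47e-08). With an estimated correlation the p was 0.0283 and under fry 0.0176, both unadjusted. These tests set 1 array against 3 and take its spread to be that of the others, which could not be measured. All 12 are also annotated to brain and 1 is in the hypothalamic list. A smaller amount of olfactory bulb in that dissection is a candidate explanation. The listed clusters with the highest signals, Reln and Th, differed by -0.053 and -0.32, but signals of different probes do not rank abundance. The same array had Tmem181b-ps at 10.38, against 5.95 to 6.61 in the others, which was not explained.

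Passenger sequence around the targeted locus is argued against as the main source of the changed clusters, while an effect on single clusters there is not excluded. The share with an unadjusted p below 0.05 was no higher within 10 Mb of Adarb1 than elsewhere (Fisher's exact test, p 0.175), and 1 of the 23 clusters other than Adarb1 lies in that window.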
